A study of Mus musculus with 3 samples. Its data were reported in "p38α plays differential roles in hematopoietic stem cell activity dependent on aging contexts" (2021).

How the data were processed

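LT-HSCs were sorted from the bone marrow of WT, AtmsKO and Atmp38dKO mice, and 1 array was hybridized per genotype with Cy3-labelled RNA. Groups were taken from the sample titles. The labels leave some details open. The sample labels give mice 11 weeks old and a sort for CD150-positive, CD48-negative, Flt3-negative, CD34-negative cells of the LSK fraction (lineage-negative, Sca-1-positive, c-Kit-positive). The series text describes tamoxifen at about 5 weeks of age, analysis 4 weeks later, and a sort that names CD34 and Flt3 only, and the methods add CD41-negative to the label. Per the methods, control mice were also given tamoxifen but carried no Cre transgene, and mice of both sexes were used. The number of mice behind an array is not stated.

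For each array the deposited scanner output holds intensity values per spot, made by the authors' contractor with Agilent Feature Extraction 11.5.1.1. The processed intensity is background-subtracted and spatially detrended within the array, with surrogate values where a spot is not above background, and it is not normalized between arrays. The deposited files also hold the raw mean intensity, the local background intensity and flags for spots well above background, saturated or outlying. Probe coordinates are on mm9, per the file headers. The authors also deposited a table of log2 values for the same arrays. These equaled log2 of the mean processed intensity of a probe minus the array's 75th percentile over all probes, controls included, within 0.02 for 99.8%, 99.7% and 99.6% of probes on the WT, AtmsKO and Atmp38dKO arrays. They carry no filter on background, so a dim probe enters them at its surrogate value.

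Control spots and outlier spots (57, 75 and 83 on the WT, AtmsKO and Atmp38dKO arrays) were left out, spots of the same probe were averaged, a probe counted as well above background if more than 50% of its spots were, and log2 of the processed intensity minus each array's 75th percentile over non-control probes was the main measure. On each array, values not well above background were raised to the lowest normalized signal of a probe well above background there, the probe's own value being kept if higher. Scaling by a percentile removes any change in total RNA per cell and leaves relative levels only. Gene names came from RefSeq accessions matched to a RefSeq table of assembly GRCm38.p6, used for names only, which named 32989 of 56605 probes. The other probes kept the name in the files. Each gene was represented by the probe with the highest mean over the 3 arrays, which left 37322 genes. Near the background, where the floor lies, a fold change rests on few intensity units, and the number of arrays limits the precision of every value.

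Genes were counted as changed if they differed at least 8-fold and were well above background on the brighter array. For a list, the median log2 difference was taken over genes well above background on at least 1 of both arrays and was placed among 10000 random lists matched in 20 bins of mean signal. A list below percentile 2.5 or above percentile 97.5 was called apart. Apart from the aged HSC lists taken from its supplement, the gene sets of the study were not used here. Hand-written lists stood in for the inflammatory response (120 genes), TNF signaling via NF-κB (177), the interferon response (110), HSC markers (92), hematopoietic lineage markers (93), PI3K-Akt-mTOR signaling (105), proliferation (79) and p53 targets (53). Genes higher in aged HSCs (255) and genes lower in aged HSCs (120) came from the gene lists of the study's supplement, which were chosen on other arrays. Further hand-written lists held immediate early stress genes (35), 8 mature cell types, ribosomal proteins (53) and reference genes (16). Between 95.5% and 100% of each list was on the array.

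The genes named in the text were chosen by a rule. They are Atm, the 4 p38 isozyme genes, Cdkn2a, Xist and 4 Y-linked genes. Added to these are the 4 largest rises and the 4 largest falls per comparison among genes with a gene symbol, well above background and not saturated on both arrays, whose other probes well above background, if any, changed in the same direction. The 2 largest bounds in each direction and the 3 leading members of each list called apart complete the rule. The result of 1 list member that the rule names is not reported here. The lists, the thresholds, the comparisons, this rule and the alternatives were fixed before the data were examined, except where the text says otherwise.

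Comparisons that share the WT array were set beside 100 simulated sets of 3 arrays, in which each gene kept its mean signal and received noise drawn, with random sign, from the difference of both mutant arrays divided by the square root of 2 among genes of like signal. The functions were tested on simulated data for each of the 3 comparisons over 37322 genes, with 200 genes changed 16-fold. For AtmsKO against WT 91.5% of them were recovered, for Atmp38dKO against WT 89.5% and for Atmp38dKO against AtmsKO 94.0%, none in the wrong direction. The changed genes were drawn only from genes with a mean more than 5 on the log2 scale above the highest floor. Recovery was thus not tested for dimmer genes, which make up nearly all of the measured changes. Of 100 unchanged lists 5, 4 and 6 were called apart in the same order. The simulated noise alone gave 104, 68 and 47 further calls.

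The alternatives were centering on the median of probes detected on all arrays, quantile normalization, normexp background correction with an offset of 50, the authors' log2 values, a filter that requires both arrays to be well above background, no floor or filter, and the median over all probes of a gene. For lists, the mean in place of the median and matching on the reference array alone were added to these. No scaling alternative moved the median of all genes by more than 0.1 on the log2 scale. All 3 arrays shared a slide and a scan, so neither could be used as a block. Computations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and R 4.3.3 with limma 3.58.1 for normexp and quantile normalization.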

Results

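Gene expression was measured in long-term hematopoietic stem cells (LT-HSCs), the rare bone marrow cells that renew themselves and replenish all blood lineages. The cells came from C57BL/6J mice of 3 genotypes. WT mice were controls, AtmsKO mice had lost Atm, the gene of the ataxia-telangiectasia kinase that signals DNA breaks, and Atmp38dKO mice had lost both Atm and Mapk14, which encodes p38α, the main p38 MAP kinase of blood cells. Deletion was induced with tamoxifen through CreERT2, a Cre recombinase that enters the nucleus when tamoxifen binds it. Per the labels the mice were 11 weeks old. Total RNA of each genotype was labelled with Cy3 and hybridized to 1 Agilent whole-genome array, so each group holds 1 array and there are no replicates. No difference could be set against a spread between mice, no p-value was computed, and each comparison below compares those arrays, not the conditions. All 3 arrays lay on the same slide and in the same scan.

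Each array carried 62976 spots, which gave 56605 different probes after control spots were removed. The share of probes well above background was 73.3% on the WT array, 68.9% on the AtmsKO array and 77.7% on the Atmp38dKO array. The median signal was 22.4, 20.7 and 26.3 intensity units in the same order, and the lowest signal of a probe well above background was 5.33, 6.12 and 4.97. No spot was saturated. On each array 300 probes were printed 10 times, and for those well above background the median SD between spots was 0.05 on the log2 scale on every array. This spread covers scanning and hybridization within an array only. Levels are given as normalized log2 signal, and a gene was represented by its brightest probe. Where a gene was not well above background on the dimmer array, its difference is a lower bound set by the lowest signal well above background on that array, or by the gene's own signal if higher, and is written as at least N-fold.

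The targeted genes were examined first, since they check the labels. Atm was read by 2 probes on chromosome 9 (mm9), both on its messenger RNA. At the probe at 53245871 to 53245930 the signal was 88.8 on the WT array, 16.3 on the AtmsKO array and 49.0 on the Atmp38dKO array. Against WT this was a log2 difference of -2.37 for AtmsKO and -1.07 for Atmp38dKO. At the brighter probe at 53247691 to 53247750 the signals were 87.0, 23.9 and 86.5, and the log2 differences against WT were -1.79 and -0.22. Atm therefore fell on the AtmsKO array at both probes, whereas on the Atmp38dKO array it fell by 1.07 on the log2 scale at one probe and by 0.22 at the other. Mapk14 was read by 2 probes on chromosome 17 (mm9). Its signal at 28873965 to 28874024 was 469 on the WT array, 558 on the AtmsKO array and 616 on the Atmp38dKO array, and at 28885290 to 28885349 it was 295, 260 and 345. The log2 differences of the Atmp38dKO array against WT were 0.18 and 0.01, so Mapk14 did not fall at either probe. Mapk14 thus gives the label of the third array no backing, though it does not contradict the label, since both probes may lie outside the deleted exons. Atm goes with the label only in part. This array is therefore called the array labelled Atmp38dKO from here on. The files do not say which exons were deleted, and a probe outside a deleted exon can still read a shortened message. The normexp background alternative moved Atm most, to a log2 difference of -0.81 for AtmsKO against WT.

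**Figure D1:**
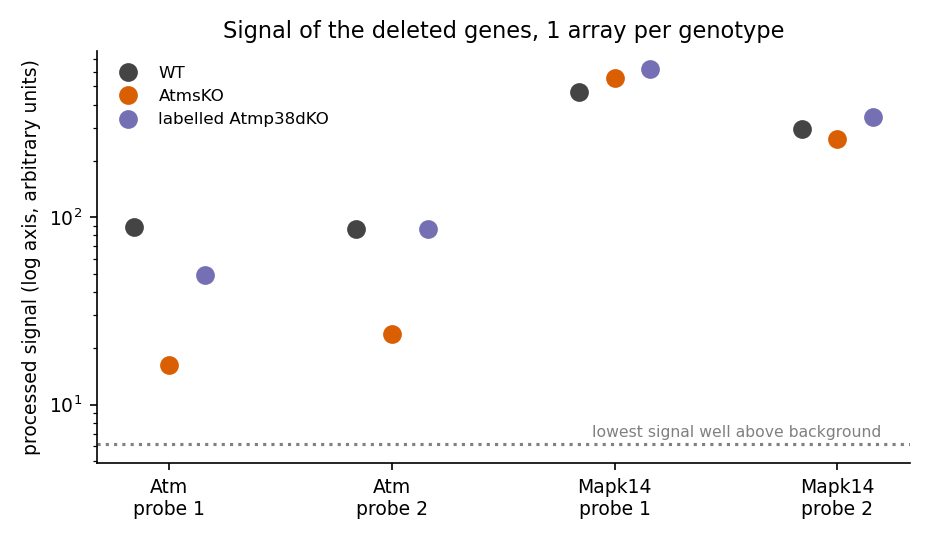
Processed signal of the 2 Atm probes and the 2 Mapk14 probes on each of the 3 arrays, on a log axis in arbitrary intensity units; each point is 1 array and the dotted line is the highest of the 3 arrays' lowest signals well above background (6.12). Atm is lowest on the AtmsKO array at both probes (16.3 and 23.9), while on the array labelled Atmp38dKO it is at 49.0 and 86.5, and Mapk14 is at 616 and 345 there against 469 and 295 on the WT array.

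The other p38 isozyme genes were dim or changed little. Mapk13 had signals of 38.7, 37.5 and 41.9 on the WT, AtmsKO and Atmp38dKO-labelled arrays. Mapk11 had signals of 13, 22.9 and 26.3, with log2 differences against WT of 0.89 and 0.81. Mapk12 at its brightest probe had signals of 22.9, 11.1 and 32.9, and its next probe changed in the opposite direction in all 3 comparisons. Cdkn2a, the gene of p16Ink4a and p19Arf, was at the edge of detection, with a signal of 8.16 on the WT array and 8.84 on the array labelled Atmp38dKO, and was not well above background on the AtmsKO array.

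Genes changed at least 8-fold were then counted, the measure the study used for its summary of these arrays. Between the AtmsKO and WT arrays 79 genes were higher and 64 were lower, of 29040 genes well above background on at least 1 of both. Only 25 of the higher genes and 14 of the lower ones were well above background on both arrays. Requiring this on both arrays, removing the floor or changing the background correction moved these counts over a wide range, the largest step as a ratio being to 1 higher and 0 lower gene under the normexp background. At least 4-fold changes were seen in 234 genes that were higher and 220 that were lower, and at least 2-fold changes in 1107 and 1155. The genes ranked here by changes measured on both arrays were limited to those with a gene symbol whose other probes well above background, if any, changed in the same direction. Within this limit, which leaves out larger changes such as that of Esr1, the largest rises measured on both arrays were those of Kdr (log2 difference 4.36, signals 5.88 and 114), Olfr689 (4.30), Speer1 (4.1) and Nrxn3 (4.03). The largest falls within it were those of Plch1 (-4.54, signals 160 and 6.54), Prdm8 (-4.34), Gpr35 (-3.98) and Ptx3 (-3.46). Among genes well above background on 1 of the arrays only, Mug2 was at least 72.0-fold and Ccr4 at least 47.4-fold higher on the AtmsKO array, and Ttc26 was at least 37.4-fold and Brinp2 at least 29.8-fold lower.

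To ask what the loss of both genes changes, the array labelled Atmp38dKO was compared with WT, and as said above its label is borne out only in part by its Atm signals and not by its Mapk14 signals. There 28 genes were higher and 87 lower by at least 8-fold, of 30645 genes considered, and 8 and 27 of them were well above background on both arrays. Within the same limit on named genes, the largest rises measured on both arrays were those of Ptk6 (log2 difference 4.56, signals 10.7 and 293), Dmpk (3.6), Txndc5 (2.76) and Nanos2 (2.72). The largest falls within it were those of Plch1 (-4.49, signals 160 and 8.28), S100a7a (-4.45), Fam25c (-4.40) and Aoah (-4.21). Gpr151 was at least 60.8-fold and Olfr1104 at least 55.7-fold higher, and Ttc26 was at least 56.3-fold and Brinp2 at least 44.9-fold lower. A further Ttc26 probe, measured on both arrays, changed in the opposite direction.

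The comparison of the array labelled Atmp38dKO with the AtmsKO array asks what the loss of p38α adds to the loss of Atm, with the same reservation about the label. It gave 24 genes higher and 93 lower by at least 8-fold, of 30201 considered, and 6 and 39 of them were well above background on both arrays. Within that limit, Ptk6 (log2 difference 4.64), Zfp689 (3.47), Txndc5 (3.21) and lincP21 (2.83) had the largest rises measured on both arrays. Kank1 (-5.68, signals 231 and 5.52), Ccr4 (-4.76), Dbh (-4.50) and Olfr689 (-4.23) had the largest falls. Gpr151 was at least 50.2-fold and Olfr1104 at least 46.0-fold higher, and Mug2 was at least 89.6-fold and Sh3bgr at least 53.5-fold lower.

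**Figure D2:**
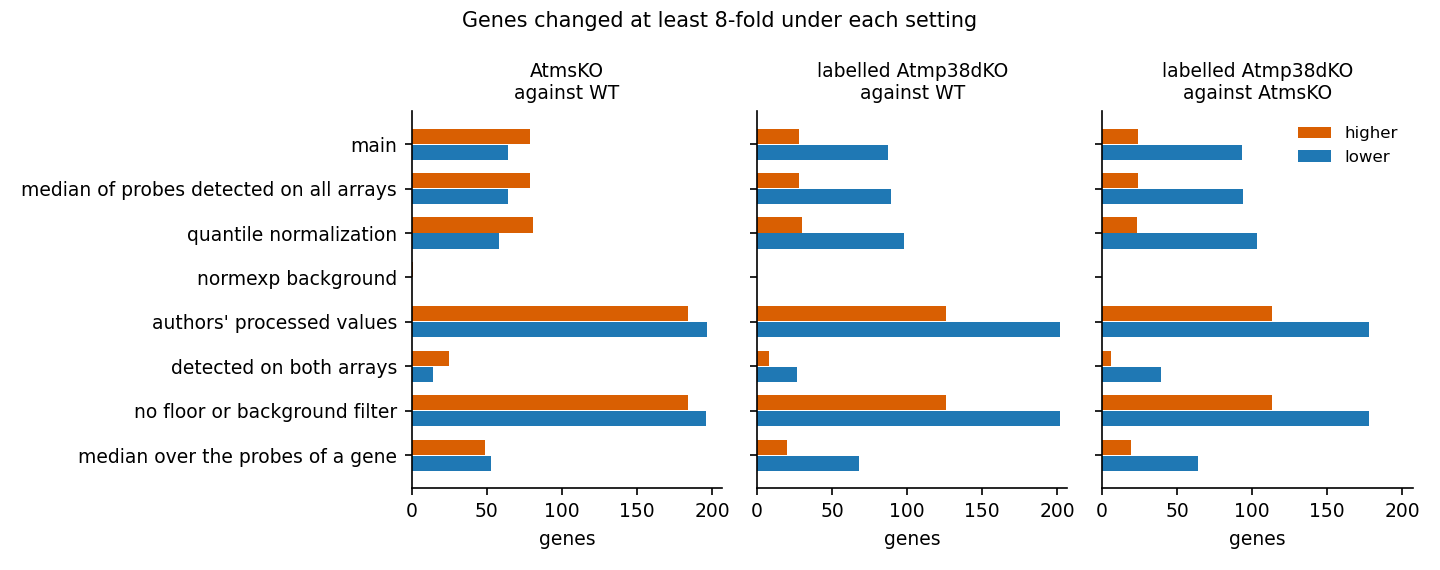
Number of genes at least 8-fold higher (orange) and lower (blue) in each of the 3 comparisons of single arrays, under the main setting and 7 alternatives. The counts run from 0 under the normexp background to 202 with no floor or background filter.

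The other probes of a gene were compared with its brightest one. Over the 3 comparisons 119 changes of at least 8-fold were measured on both arrays at the brightest probe, and their genes had 36 other probes well above background on both arrays. Of these, 23 (63.9%) changed in the same direction and 5 (13.9%) changed at least 2-fold that way. Among genes whose brightest probe changed less than 2-fold the share in the same direction was 53.6% of 35004 other probes, and 4.81% changed at least 2-fold that way.

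**Figure D3:**
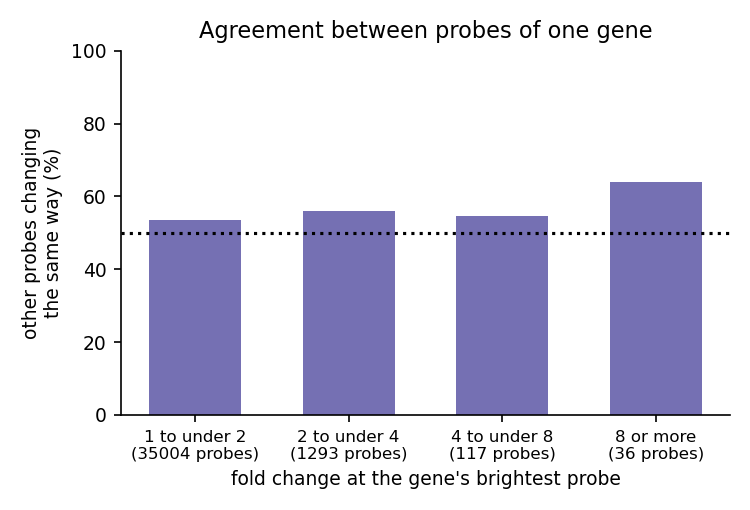
Share of a gene's other probes that changed in the same direction as its brightest probe, by the fold change at the brightest probe, over the 3 comparisons and with both arrays well above background; the dotted line is 50%. The share is 53.6%, 55.9%, 54.7% and 63.9% from the smallest to the largest changes.

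The changes of both mutant arrays against WT share the WT array, so they overlap by chance. For genes at least 8-fold lower, 52 were lower on both mutant arrays, which is 81.2% of those lower on the AtmsKO array and 59.8% of those lower on the array labelled Atmp38dKO. In 100 simulated sets of 3 arrays without any group effect the median overlap was 22 (range 13 to 38). Between both mutant arrays the simulated sets had a median of 71 changed genes against 117 measured, and 41 against 87 for genes lower on the array labelled Atmp38dKO than on WT, although for genes higher there they had 34 against 28. The simulated overlap of lower genes is therefore a low estimate. When the AtmsKO array was the shared one, 64 genes were at least 8-fold lower on both other arrays, and 18 were when the array labelled Atmp38dKO was. Of genes at least 8-fold higher only 1 was shared (simulated median 0, range 0 to 2). It was Esr1, named here after its values were seen, with signals of 48.1, 1375 and 857 on the WT, AtmsKO and Atmp38dKO-labelled arrays. This rise was confined to 1 of the 5 Esr1 probes well above background on all arrays. Mcpt1, also named after the fact, was the only gene at least 8-fold lower on the array labelled Atmp38dKO than on both others. Across 25576 genes well above background on all arrays, the 2 changes against WT had a Pearson r of 0.525 and a Spearman rho of 0.488. The simulated arrays gave median values of 0.496 (range 0.476 to 0.526) and 0.464 (range 0.449 to 0.478). The measured r lay at the upper end of its simulated range, with 1 of 100 sets at or above it. The measured rho lay above its simulated range. All simulated arrays had equal noise, taken from both mutant arrays, so a noisier WT array alone would raise both values. The excess therefore does not decide between that and a shared change. Both r and rho were taken across genes, which are not independent replicates. Among the alternatives r moved most under the normexp background, to 0.501, where rho was 0.429.

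**Figure D4:**
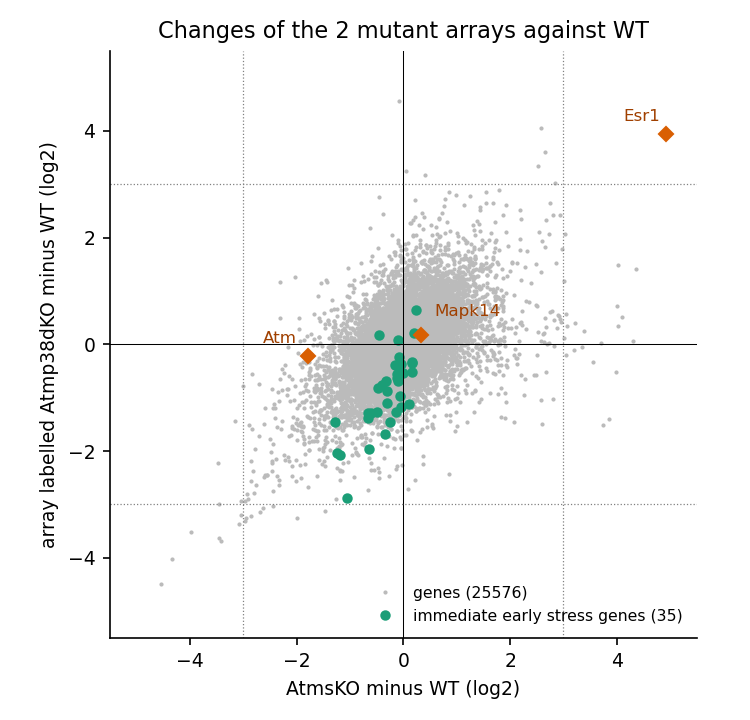
Log2 difference against the WT array for the AtmsKO array (x axis) and the array labelled Atmp38dKO (y axis); each grey point is 1 of 25576 genes well above background on all arrays, dotted lines mark 8-fold, and the shared WT array alone makes both axes correlate. Esr1 lies at 4.92 and 3.94, and 31 of the 35 immediate early stress genes (green) lie below 0 on the y axis.

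Gene lists stood in for the gene sets of the study, which asked whether inflammatory, stem cell, lineage and growth signaling genes differ between the genotypes. The median log2 difference of each list was placed among the medians of 10000 random lists of the same size and like signal, which describes these arrays and is no test of genotype. Of 30 medians (10 lists in 3 comparisons) 9 lay outside the central 95% of random lists, where 1.5 would by chance. The list of TNF signaling via NF-κB was low in all 3 comparisons. Its median was -0.08 for AtmsKO against WT, -0.26 for the array labelled Atmp38dKO against WT and -0.22 for that array against AtmsKO, each lower than every random list (central 95% of random medians -0.03 to 0.07, -0.05 to 0.06 and -0.08 to 0.03). In the comparison with WT 114 of its 167 genes were lower on the array labelled Atmp38dKO. The direction was the same under each of the 9 alternatives, and the mean in place of the median moved it most, to -0.36 for the array labelled Atmp38dKO against WT. Proliferation genes were higher than most random lists for AtmsKO (0.13, percentile 99.9) and for the array labelled Atmp38dKO (0.09, percentile 98.8), both against WT. HSC markers were low for AtmsKO (-0.04, percentile 1.63) and for the array labelled Atmp38dKO (-0.09, percentile 0.410). The interferon response was high (0.10, percentile 99.0) and the list of genes higher in aged HSCs was low (-0.08, percentile 0.05) for AtmsKO against WT only. Both calls were lost under some of the alternatives. So were the call of HSC markers for AtmsKO and that of proliferation genes for the array labelled Atmp38dKO, both against WT.

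The remaining medians lay within the range of random lists. The inflammatory response had medians of -0.01, -0.05 and -0.05 in the order AtmsKO against WT, array labelled Atmp38dKO against WT, and that array against AtmsKO. Hematopoietic lineage markers had 0.03, 0.05 and 0.02, PI3K-Akt-mTOR signaling 0.05, 0.02 and -0.05, and p53 targets 0.01, -0.06 and 0.01. Genes lower in aged HSCs had 0.01, 0.03 and -0.003. The interferon response and the genes higher in aged HSCs had -0.02 and -0.03 for the array labelled Atmp38dKO against WT and -0.06 and 0.02 for it against AtmsKO, where HSC markers had -0.06 and proliferation genes -0.03. For several lists near 0 the mean had the opposite sign to the median, which holds for the inflammatory response in AtmsKO against WT, for p53 targets in AtmsKO against WT and in the array labelled Atmp38dKO against AtmsKO, and for genes lower in aged HSCs in both comparisons with WT.

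**Figure D5:**
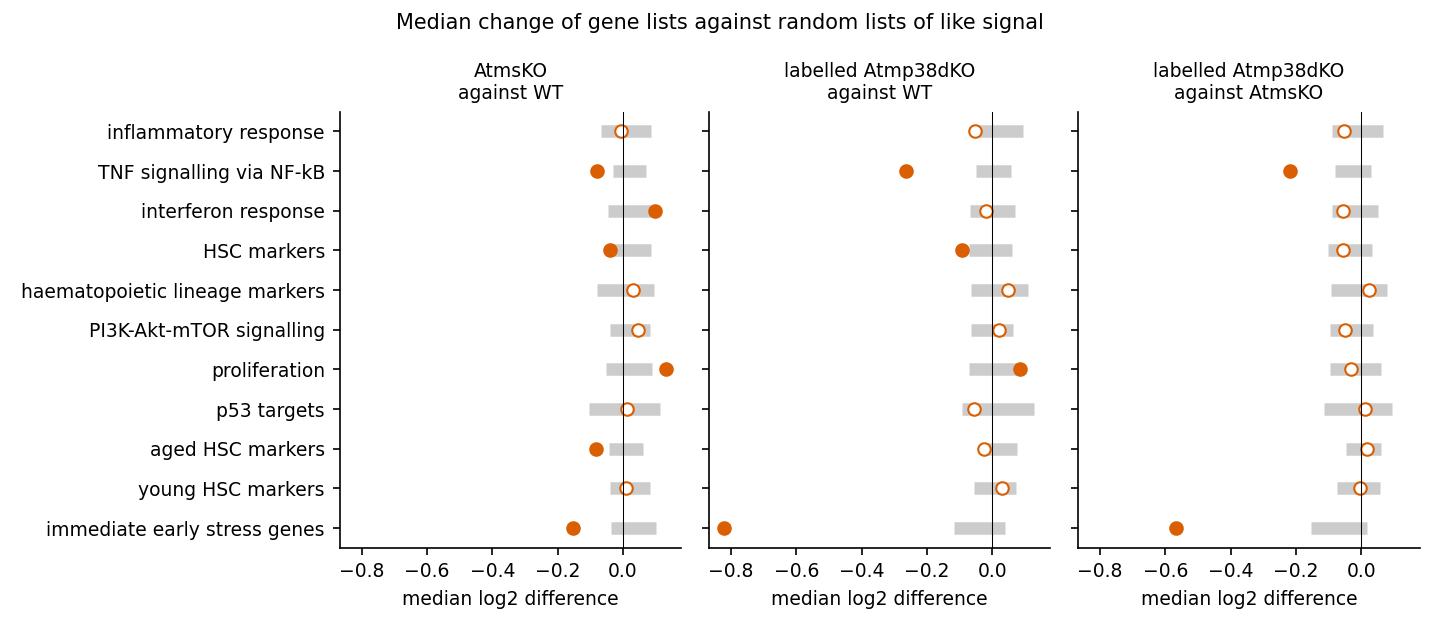
Median log2 difference of each gene list in the 3 comparisons of single arrays (circles, filled where outside the range of random lists), with the central 95% of the medians of 10000 random lists of like signal (grey bars). TNF signaling via NF-κB lies at -0.08, -0.26 and -0.22, and the immediate early stress genes lie at -0.15, -0.82 and -0.57.

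The members of these lists with the largest change in the list's direction were mostly dim. In the TNF signaling list Ptx3 (-3.46), Pmepa1 (-2.96) and Fut4 (-2.83) led the fall for AtmsKO against WT. Ptx3 (-3.0), Pmepa1 (-2.93) and Cd83 (-2.57) led it for the array labelled Atmp38dKO against WT, and Hes1 (-1.81, signals 697 and 243), Tnfsf9 (-1.49) and Map3k8 (-1.45) against AtmsKO. The other Map3k8 probe changed in the opposite direction. Among proliferation genes Dlgap5 (1.60) and Plk4 (1.01) rose most for AtmsKO, and Plk4 (1.01), Pole2 (0.92) and Dlgap5 (0.75) for the array labelled Atmp38dKO, although 1 of the 2 other Plk4 probes went the other way in both, as did the other Dlgap5 probe in the latter. Among HSC markers Meg3 (-3.46), Ndn (-1.74) and Cdkn1a (-1.10) fell most for AtmsKO, and Meg3 (-3.63), Fgd5 (-1.72) and Hoxb5 (-1.64) for the array labelled Atmp38dKO. Znfx1 (1.60), Ifit1 (1.53) and Irf7 (1.29) led the interferon list for AtmsKO, and B3galt1 (-2.13), Rbm19 (-1.82) and Pclo (-1.57) the list of genes higher in aged HSCs. The other probe of Irf7 and that of Rbm19 changed in the opposite direction.

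Sex-linked transcripts were read on every array. Xist, made by cells with an inactive X chromosome, had signals of 2884, 1789 and 1830 on the WT, AtmsKO and Atmp38dKO-labelled arrays. The Y-linked gene Kdm5d had 1106, 1050 and 1593, and Eif2s3y had 116, 102 and 161. Ddx3y and Uty had 55.1 and 37.0 on the WT array, 70.2 and 56.6 on the AtmsKO array and 50.2 and 48.6 on the array labelled Atmp38dKO.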

Values the study reported

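The study collected these stem cells from 11-week mice. For its gene sets, the limits were 0.05 for the nominal p value and 0.25 for the q value.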

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

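The alternatives below were planned for the counts, the lists, the correlation and the targeted genes, while the values of single other genes and of the cell type lists under the alternatives were added after their results were seen. With 1 array per group, leaving out 1 array at a time does not apply. No paired analysis was possible because each group holds 1 array and no result comes from a test.

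Of 56 counts under the alternatives 23 stayed within 1.5 times the main one and 33 did not. The counts of genes past 8-fold depended on the treatment of dim probes far more than on scaling. With centering on the median of probes detected on all arrays or quantile normalization, each count stayed within 1.5 times the main one. Under the authors' log2 values, which have no floor, 184 genes were higher and 197 lower for AtmsKO against WT, 126 and 202 for the array labelled Atmp38dKO against WT, 113 and 178 for that array against AtmsKO, and 12 were higher and 118 lower on both mutant arrays against WT. With no floor or background filter the counts were the same except for 196 lower genes for AtmsKO against WT, that is 184 higher there, 126 and 202, 113 and 178, and 12 and 118 shared. All genes counted in the main setting were among them, which follows from the construction, since only genes and lower values were added. When both arrays had to be well above background, 25 were higher and 14 lower for AtmsKO against WT, 8 and 27 for the array labelled Atmp38dKO against WT, and 6 and 39 for it against AtmsKO, and 7 were lower on both mutant arrays. Under the normexp background 1 gene, Esr1, was higher for AtmsKO against WT and 0 were lower, and each of the other counts was 0, shared genes included. An offset of 50 exceeds the median signal of every array, so by construction it brings fold changes of dim probes toward 1. Taking the median over the probes of a gene left 49 higher genes for AtmsKO against WT and 0 higher on both mutant arrays.

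The same offset reduced the differences of the targeted and p38 genes. Under the normexp background Atm had -0.81 for AtmsKO against WT and 0.65 for the array labelled Atmp38dKO against AtmsKO, Mapk11 had 0.23 and 0.10 for both mutant arrays against WT, and Mapk12 had -0.19 for AtmsKO against WT and 0.24 for the array labelled Atmp38dKO against AtmsKO. The other 54 of 60 values of these genes stayed within 0.5 of the main ones. The correlation across genes stayed within 0.1 under all 7 alternatives.

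Of the 9 list medians called apart, 5 kept their call under all 9 alternatives. These were TNF signaling via NF-κB in all 3 comparisons, proliferation for AtmsKO against WT and HSC markers for the array labelled Atmp38dKO against WT. With the median over the probes of a gene, calls were lost for HSC markers (0.0085), genes higher in aged HSCs (0.0095) and the interferon response (0.062) in AtmsKO against WT and for proliferation (0.036) in the array labelled Atmp38dKO against WT. In that last comparison genes higher in aged HSCs (-0.060), the inflammatory response (-0.091) and the interferon response (-0.092) became apart. With the mean of the list, genes higher in aged HSCs (-0.062) and the interferon response (0.11) in AtmsKO against WT and proliferation (0.059) in the array labelled Atmp38dKO against WT were no longer apart. The mean made the inflammatory response apart for the array labelled Atmp38dKO against WT (-0.13) and against AtmsKO (-0.15), and the interferon response against AtmsKO (-0.12). Under the normexp background the interferon response in AtmsKO against WT (0.047) was lost, while genes higher in aged HSCs against WT (-0.055) and the inflammatory response against AtmsKO (-0.11) became apart for the array labelled Atmp38dKO. HSC markers for AtmsKO against WT were lost when lists were matched on the reference array (-0.041) and with no floor or background filter (-0.041). Quantile normalization made the inflammatory response apart for the array labelled Atmp38dKO against AtmsKO (-0.10), and the authors' log2 values did so for genes higher in aged HSCs for that array against WT (-0.03). No list median called apart changed its side of the random lists. Of the 21 medians not called apart 16 stayed so throughout. In all, 250 of 270 list values kept their call, 10 gained it and 10 lost it, and of the 66 values of the further lists 62 kept theirs and 4 lost it. The cause of these changes was not tested.

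Single genes changed sign in 11 of 560 values. A further 100 moved by 0.5 or more without a change of sign, and the rest stayed closer. With the median over the probes of a gene this was so for Meg3 (0.073) and Pclo (0.28) in AtmsKO against WT, for Ttc26 (0.19), Plk4 (-0.23) and Uty (-0.32) in the array labelled Atmp38dKO against WT, and for Cdkn2a (-0.18) in that array against AtmsKO. The probes behind these medians include ones not well above background. Under the normexp background Cdkn2a (0.0022) and Kdm5d (-0.058) in AtmsKO against WT, Uty (-0.013) in the array labelled Atmp38dKO against WT and Cdkn2a (-0.11) in that array against AtmsKO changed sign, as did Kdm5d (-0.043) in AtmsKO against WT under quantile normalization. The cause of these reversals was not tested. Only 73.3%, 68.9% and 77.7% of probes on the WT, AtmsKO and Atmp38dKO-labelled arrays were well above background, and below signals of 5.33, 6.12 and 4.97 no fold change can be read from them.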

Other observations

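The tests of dim probes, of sex, of other cell types and of the shared WT array were planned, and the tests on single-array transcripts, on the TNF signaling list, on Atm in the array labelled Atmp38dKO and on Esr1, and the chance value for the cell type genes, were chosen after their results were seen.

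The genes changed at least 8-fold came almost entirely from outside the brightest tercile of signal. Over the 3 comparisons 0.541% of genes in the dimmest tercile of signal and 0.701% in the middle one passed 8-fold, against 0.01% in the brightest, so the share was 54-fold higher in the dimmest than in the brightest tercile, though the middle one had the highest share. Of 49 other probes of these genes that were well above background on both arrays, 28 (57.1%) changed in the same direction, where 50% would by chance. Noise of dim probes stays a candidate explanation for many of these changes, but the shares by tercile do not decide it. Signal here was the mean of both arrays after the floor, so a large difference can itself move a gene out of the brightest tercile. Mug2, which had the largest bound for AtmsKO against WT, had a signal of 364 on the AtmsKO array and 1.31 on the WT array. The weak bond between probes was not limited to dim ones. Among genes with a second probe in the brightest tercile of second probes, the log2 differences of the brightest and the second brightest probe had a Pearson r across genes of 0.177 for AtmsKO against WT, 0.198 for the array labelled Atmp38dKO against WT and 0.190 for that array against AtmsKO. For probes well above background, spots of the same probe differed by a median SD of only 0.05. For the few replicated probes not well above background it was 0.66, 0.55 and 0.79 on the WT, AtmsKO and Atmp38dKO-labelled arrays. Probes of one gene can read different transcripts, and amplification of RNA from few cells can move probes apart, and these were not separated here.

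Mice of different sex behind the arrays are argued against as the source of the large changes. The largest difference among Xist and the 4 Y-linked genes over the 3 comparisons was 0.87 on the log2 scale, for Xist between the array labelled Atmp38dKO and WT. Xist at 1789 or more and Kdm5d at 1050 or more were bright on each array, a pattern that pools of male and female mice would give. The Y-linked genes Eif2s3y, Ddx3y and Uty were dimmer, at 161, 70.2 and 56.6 or less, though well above background. The reading as pools therefore rests mainly on Kdm5d, and whether its probe reads that gene alone was not tested. This reading came after the values were seen, and the number of mice per array is not stated.

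Cells of another type in one sort were tested with lists of 8 mature cell types. Among the 375 changes past 8-fold in the 3 comparisons, 7 were of the 204 genes in these lists, more than the 2.24 expected by chance. Of these 4 were of mast cells and basophils, 2 of T and NK cells and 1 of stroma and endothelium, and the other lists had none. These are changes and not genes. The comparisons share arrays, so the same gene can count more than once and the excess over chance may be overstated. For AtmsKO against WT the medians of granulocytes (0.17), monocytes and macrophages (0.26), megakaryocytes and platelets (0.18) and stroma and endothelium (0.23) were above most random lists, although those of granulocytes and megakaryocytes were not under quantile normalization, while erythroid cells (-0.06), B cells (-0.01), T and NK cells (0.08) and mast cells and basophils (0.07) were not apart. The granulocyte genes Itgam, Csf3r and S100a9 differed by 0.04, -0.02 and 0.18. For the array labelled Atmp38dKO against WT no cell type was apart, with medians of 0.11 for erythroid cells, -0.11 for B cells, 0.08 for T and NK cells, 0.03 for granulocytes, 0.09 for monocytes and macrophages, 0.10 for megakaryocytes and platelets, -0.09 for mast cells and basophils and 0.01 for stroma and endothelium. Against AtmsKO only granulocytes were apart (-0.17), with 0.13, 0.10, 0.07, -0.14, -0.01, -0.16 and -0.13 for erythroid, B, T and NK, monocyte, megakaryocyte, mast cell and stroma lists. The megakaryocyte list was high on the AtmsKO array together with all 3 of its brightest genes, Zfpm1 (0.18), Pf4 (1.29) and Nfe2 (0.22), which the prediction written beforehand tied to other cells, so an admixture there, or a change within the stem cells, stays open. Itgam and Csf3r had signals of 32383 and 23058 or more on the WT and AtmsKO arrays, so they were bright on both arrays. Whether the stem cells themselves or other cells in both sorts gave this signal was not tested. Ribosomal proteins had medians of 0.08, -0.12 and -0.19 and reference genes 0.07, -0.08 and -0.14 in the 3 comparisons, of which the first 2 ribosomal calls were lost under quantile normalization.

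The overlap of 52 genes lower on both mutant arrays could be read as a common effect of losing Atm. Both mutants also carried Cre, which the control mice lacked, and this difference cannot be separated from the loss of Atm here. The simulated overlap from a shared WT array was 22 at the median and below 52 in each of 100 sets, but the simulation gave too few genes that differ between both mutant arrays, so it does not decide. Transcripts high on a single array are another candidate, though for the WT array this restates the overlap. The AtmsKO array had 64 genes at least 8-fold higher than on both others, more than the 52 of the WT array. The array labelled Atmp38dKO had only 18. An overlap of this size thus also arose with 1 mutant array as the shared one but not with the other, so this does not decide. No gene was at least 8-fold lower on the AtmsKO array alone and 1 each was on the WT array and on the array labelled Atmp38dKO.

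A further difference was in immediate early and heat shock genes, whose medians were below 0 in all 3 comparisons. The list of 35 had medians of -0.15 for AtmsKO against WT, -0.82 for the array labelled Atmp38dKO against WT and -0.57 for it against AtmsKO, each below every random list, and 31 of 35 genes were lower in the comparison of that array with WT. These genes are bright. Egr1 had signals of 25186, 20033 and 10604, Jun 3652, 2740 and 1318, Hspa1a 11889, 4782 and 3383 and Dnajb1 21834, 13095 and 10345 on the WT, AtmsKO and Atmp38dKO-labelled arrays, and they were looked up after the list's result was seen. The TNF signaling list shares 25 genes with this list, so part of its fall is theirs. Immediate early genes are switched on by handling of cells between dissection and lysis, and differences in handling between sorts may account for the fall. Without them the TNF signaling list kept a median of -0.17 against WT (142 genes, below every random list), but other NF-κB targets respond to handling too, so this does not decide. With 1 sort per genotype, handling cannot be told apart from an effect of p38α or Atm on these genes, which stays open and was not tested.

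Atm near the WT level at the brighter probe on the array labelled Atmp38dKO leaves several explanations. An exchange with the AtmsKO sample would not by itself give its log2 difference of -0.22, since both labels carry the Atm deletion, and Mapk14 did not fall at both probes of the AtmsKO array either (0.33 and -0.10). Sorted cells that kept Atm would leave the same share at both probes, yet 47.5% of the WT level was left at one probe and 85.7% at the other, a gap of 0.85 on the log2 scale. On the AtmsKO array the shares were 19.3% and 28.9%. Without replicates it is not known whether the gap exceeds the noise of these probes, so incomplete deletion stays open. Mapk14 may keep its signal if its probes lie outside the deleted exon, which the files do not settle, and the check above on Atm, at -0.22, does not bear on it. RNA of mice without the Cre transgene may also be weighed through Esr1, whose raised probe was 15.4-fold brighter than on the WT array.

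Esr1, the estrogen receptor gene, was raised at 1 probe (chromosome 10, 5489352 to 5489411, mm9) on both mutant arrays, with log2 differences of 4.92 and 3.94. No other gene of 25576 rose as far on both. The next had 2.83 as the smaller of its 2 rises, but Esr1 was picked as the only gene past 8-fold on both, so this had to be lower and noise of a single probe stays open. More message from the whole gene is argued against by the other 4 Esr1 probes well above background on all arrays, which rose by at most 1.12, and of which the brightest had signals of 136, 123 and 122. A candidate explanation is message of the CreERT2 transgene, which contains part of an estrogen receptor and was carried by both mutants but not by the control mice. The smaller rise of 3.94 is the observation that this explanation was raised for, so it does not test it. The transgene usually holds the human receptor and its sequence was not compared with the probe, so this stays a hypothesis. If it holds, the RNA on the array labelled Atmp38dKO came at least in part from mice with Cre.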
